A study of Drosophila melanogaster with 73 samples. Its data were reported in "Longevity is determined by ETS transcription factors in multiple tissues and diverse species" (2019).

How the data were processed

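Messenger RNA of guts and fat bodies from female flies of 7 genotypes, with or without induction of their transgenes, was analysed from the count tables that the authors deposited, one per tissue. Of 73 labelled libraries, 70 have a column in these tables and 3 were not analysed here. Per the study's methods, the authors removed duplicate reads by unique molecular identifier with Je, aligned the reads to release 6 of the fly genome with HISAT2, and counted them per gene with featureCounts. SAMtools is also named in the submitters' processing notes. The deposited values are whole-number counts per gene and library, not normalised, and genes with no counted transcript had been excluded by the authors. The lowest sum of a gene over libraries was 36 in the gut and 34 in the fat body, so genes of very low total are not in the tables used here. The authors' variance-stabilised DESeq2 tables and a separate RNA interference experiment on pnt were not used here. Whether counting used the strand of reads is not given in the sources used here, so genes that overlap an antisense gene are uncertain. Each library was a pool of organs from several flies, the fat body samples being abdomens without gut and reproductive organs, and libraries were kept by the study for RNA yield and integrity.

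Groups, genotype and induction came from the sample labels, and the experimental block (A, C or D) from the deposited tables. The tables held 10366 gut and 11069 fat body genes, of which 10287 and 10982 identifiers matched a symbol. Gene coordinates are from the Ensembl annotation of BDGP6 (genome release 6). The 10 most abundant genes held between 13.2% and 28.3% of gut and between 16.2% and 37.5% of fat body counts. Replicates of a group were compared by a chi-square statistic over genes, and the lowest value per degree of freedom was 11.3 over 31 gut pairs and 10.1 over 26 fat body pairs, so no pair was one library given a second time.

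Each tissue was fitted with edgeR 4.0.16 in R 4.3.3, with TMM scaling, the filter of filterByExpr at its minimum count of 10, which left 9270 gut and 9734 fat body genes, and a quasi-likelihood model of the 14 groups with the block. All groups share one estimate of the spread, with a biological coefficient of variation of 0.313 in the gut and 0.389 in the fat body, and 20 and 18 residual degrees of freedom. Induced were compared with uninduced libraries within each genotype, and a gene was called at a Benjamini-Hochberg adjusted p under 0.1 (edgeR adjusted p), since the study worked at a false discovery rate of 10%. The same fit tested the genotype by induction interaction with 6 degrees of freedom, the departure of Foxo+AopACT from the sum of the single responses, and the difference between the AopACT+PntP1 and PntP1 responses. The study's methods fitted DESeq2 per genotype with weighted adjustment and the interaction over all genotypes with the block. Levels are in CPM from edgeR, and log2 CPM used a prior count of 2.

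For 27 gene lists fixed before the data were examined, limma 3.58.1 camera was run with a preset inter-gene correlation of 0.01 and again with an estimated correlation, and its p was adjusted over the lists of a comparison (camera adjusted p, with the preset and then the estimated correlation). Of 189 list tests per tissue, 57 passed in the gut and 87 in the fat body with the preset correlation, and 7 and 2 with both. Overlaps were tested by Fisher's exact test, one-sided, and Kendall's tau was computed across genes of the union of called genes with 100000 permutations of genes, two-sided. Principal components were taken from log2 CPM of interaction genes with the block removed. The genes to be named were fixed by a rule written before the data were examined, as were the comparisons, their tests and all alternatives except those named below. The rule took foxo, aop and pnt, the qRT-PCR genes of the study, and the 8 highest and 8 lowest log2 fold changes of each single transgene (4 and 4 of each combination) among called genes with a mean of at least 5 CPM and no overlap between induced and uninduced libraries. It also took the 10 lowest p of the interaction, the 6 lowest of the other interaction tests and up to 4 members of each gene list with the lowest p. Genes of an overlap that lie outside the rule are named because they were shared, after their values were seen.

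Alternatives were RLE scaling, DESeq2 1.42.0 with its own size factors, no filter, no replicate block, each genotype fitted alone, leaving out the libraries numbered 02 and 05, whose conditions differ between the tissues, leaving out each library in turn, all tested genes for tau, and the 500 genes of highest variance for principal components. The fit without the library labelled fat body Foxo+PntP1 uninduced replicate 1, the fit and list tests without the gut libraries that held over 20% mitochondrial counts (Foxo+PntP1 induced replicate 2 and Foxo+AopACT+PntP1 uninduced replicate 3), and limma voom with quality weights (limma voom hereafter) were added after seeing the data. The scripts were tested on simulated data with 200 changed genes among those tested. In the simulated gut Foxo comparison of 9270 genes, edgeR recovered 87 of 100 genes changed by 4 times and 32 of 100 changed by 2 times, with 5 false calls of 124 (DESeq2 22 of 148). In the simulated fat body AopACT comparison of 9734 genes, with fewer libraries, it recovered 49 and 2 of 100, with 7 of 58 calls false (DESeq2 25 of 100), and in gut PntP1 14 of 117 were false (DESeq2 24 of 139), each above the rate of 10%.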

Results

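Polyadenylated transcripts were sequenced from guts and abdominal fat bodies of mated adult Drosophila melanogaster females. All flies carried the S106 GeneSwitch driver, which is switched on in gut and fat body by feeding the steroid RU486, with transgenes for Foxo, AopACT, PntP1 or their combinations. Foxo is the forkhead factor activated when insulin signalling is low, AopACT is a constitutively active form of the ETS repressor Aop, and PntP1 is a constitutively active isoform of the ETS activator Pnt. Females mated for 48 h were fed 200 µM RU486 (induced) or the carrier alone (uninduced) for 6 days. The 7 genotypes gave 14 groups in each of the 2 tissues, with 36 gut libraries (17 induced, 19 uninduced) and 34 fat body libraries (18 induced, 16 uninduced). Total counts per library lay between 1598120 and 6145550 in the gut (median 2576760) and between 1138812 and 8257766 in the fat body (median 2796490). Replicates were pools of organs, and p-values measure the spread between them. Levels are given in CPM (library-size scaled counts) as mean ± SD of the uninduced and then of the induced libraries, and medians over gene lists are of log2 fold changes.

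The mRNAs of the driven factors were examined first, because they check the labels. In the gut, foxo (chromosome 3R from 14056945 to 14087978) rose in Foxo flies from 66.4 ± 18.98 to 345 ± 109 CPM (n = 3 and 3; log2 fold change 2.36 ± 0.30 SE, edgeR adjusted p = 1.07e-04). With Foxo+AopACT (n = 3 uninduced and 2 induced), foxo rose from 63.6 ± 18.0 to 182 ± 106 CPM (edgeR adjusted p = 0.0182) and aop (chromosome 2L from 2156484 to 2178754) from 42.5 ± 11.0 to 228 ± 189.7 CPM (adjusted p = 0.00145). Gut pnt (chromosome 3R from 23290231 to 23346167) rose with PntP1 from 31.4 ± 2.17 to 481 ± 336 CPM (n = 3 and 2; edgeR adjusted p = 7.47e-05), and with all 3 transgenes from 34.9 ± 14.0 to 482 ± 419 CPM (n = 3 and 3; adjusted p = 8.36e-05). It also rose with Foxo+PntP1, to 625 ± 421 CPM (n = 3 induced; edgeR adjusted p = 0.00306), and with AopACT+PntP1 from 37.1 ± 1.496 to 204 ± 3.38 CPM (n = 3 and 2; adjusted p = 0.0203). With all 3 transgenes aop passed as well (edgeR adjusted p = 0.0209), and it also rose with Foxo+PntP1 from 38.8 to 135 ± 30.5 CPM (n = 1 uninduced and 3 induced; adjusted p = 0.0477), which lacks the AopACT transgene, so beside PntP1 the level of aop does not check that transgene. The aop call with Foxo+PntP1 ended with no replicate block (edgeR adjusted p = 0.123) and with the genotype fitted alone (0.757), and with PntP1 alone aop went from 41.3 ± 8.81 to 93.2 ± 22.0 CPM and did not pass (adjusted p = 0.123). For the other driven factors in the gut the threshold was not passed, with aop from 41.6 ± 4.37 to 97.1 ± 3.20 CPM under AopACT alone (n = 3 and 2; log2 fold change 1.11 ± 0.37 SE, edgeR adjusted p = 0.559) and from 46.8 ± 3.63 to 57.2 ± 5.95 CPM under AopACT+PntP1 (adjusted p = 0.999), and with foxo from 56.7 to 81.1 ± 26.4 CPM under Foxo+PntP1 (adjusted p = 0.729) and from 73.6 ± 18.5 to 76.9 ± 23.0 CPM under all 3 transgenes (adjusted p = 0.940). In the fat body, foxo went from 81.4 ± 23.6 to 65.1 ± 24.6 CPM in Foxo flies (n = 3 and 3; log2 fold change -0.39 ± 0.34 SE, edgeR adjusted p = 0.458), aop from 65.5 ± 2.60 to 118 ± 3.49 CPM in AopACT flies (n = 2 and 2; adjusted p = 0.221) and pnt from 14.9 ± 0.659 to 183 ± 42.1 CPM in PntP1 flies (n = 2 and 2; log2 fold change 3.44 ± 0.67 SE, adjusted p = 0.113), none of them past the threshold. Nor did foxo pass in the fat body with Foxo+AopACT from 82.9 ± 48.0 to 114.7 ± 38.5 CPM (edgeR adjusted p = 1), Foxo+PntP1 from 109 ± 13.1 to 79.1 ± 27.7 CPM (adjusted p = 0.870) or all 3 transgenes from 79.6 ± 19.1 to 56.2 ± 5.22 CPM (adjusted p = 1), or aop with Foxo+AopACT from 52.0 ± 11.2 to 82.8 ± 5.31 CPM (adjusted p = 1), AopACT+PntP1 from 60.1 ± 0.939 to 88.0 ± 13.0 CPM (adjusted p = 0.175) or all 3 from 54.3 ± 9.02 to 70.8 ± 14.0 CPM (adjusted p = 1). Fat body aop thus had a higher mean after induction in every AopACT genotype without passing. Among Foxo genotypes foxo did so with Foxo+AopACT only. Without a Foxo transgene, it went from 68.1 ± 40.9 to 111 ± 22.2 CPM with AopACT+PntP1. In both tissues genotypes are named by label, whether or not the mRNA of a factor rose. Fat body pnt did pass with AopACT+PntP1 (from 18.3 ± 0.973 to 145 ± 44.9 CPM; n = 2 and 3; edgeR adjusted p = 0.0791). The library labelled fat body Foxo+PntP1 uninduced replicate 1 had pnt at 114.8 CPM, against at most 22.0 CPM in the other 15 uninduced fat body libraries, so its pnt level goes against its label. With Foxo+AopACT, leaving out a single gut library ended the call of foxo and aop (induced replicate 2, edgeR adjusted p up to 0.435 and 0.209). With all 3 transgenes it ended the gut call of aop, as given below. With AopACT+PntP1, leaving out 1 library ended the gut call of pnt (induced replicate 1, edgeR adjusted p up to 0.291). The same happened to the fat body call of pnt (uninduced replicate 1 or 2 or induced replicate 1, 2 or 3, edgeR adjusted p up to 0.190).

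**Figure D1:**
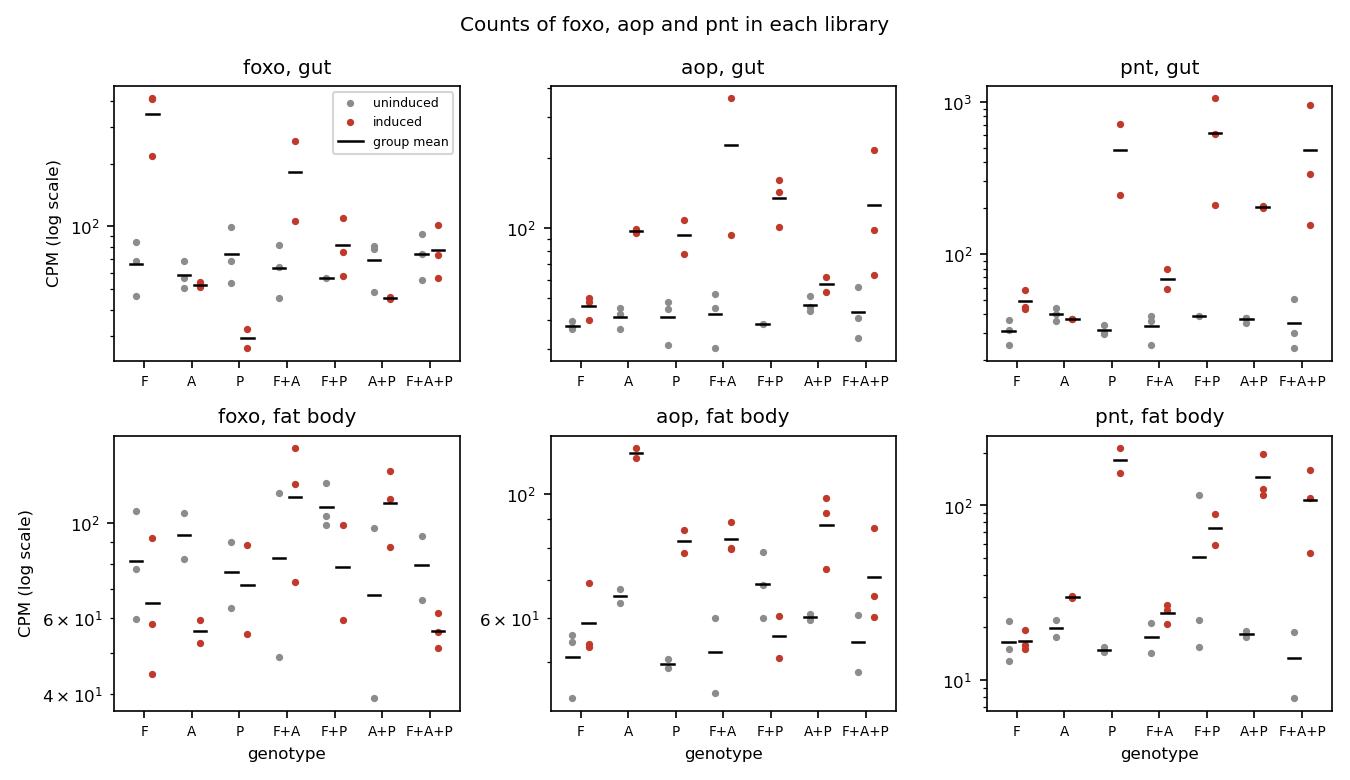
Levels (CPM) of foxo, aop and pnt in each gut and fat body library on a log axis, by genotype and induction. F, A and P stand for Foxo, AopACT and PntP1. Gut foxo was 345 ± 109 CPM in induced Foxo flies, and 1 uninduced fat body library of Foxo+PntP1 had pnt at 114.8 CPM.

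Foxo was induced alone to ask which gut genes it changes (n = 3 and 3). The phosphoserine phosphatase gene aay (chromosome 3L from 9423253 to 9424781) rose from 129 ± 17.9 to 1386 ± 258 CPM (log2 fold change 3.44 ± 0.32 SE, edgeR adjusted p = 1.82e-07), the phosphoserine aminotransferase gene CG11899 from 29.8 ± 12.5 to 221 ± 5.90 CPM (adjusted p = 1.11e-08) and Nmdmc, a mitochondrial folate enzyme, from 3.08 ± 1.39 to 27.5 ± 7.20 CPM (adjusted p = 0.00826). The maltase genes Mal-A7 and Mal-A8 rose as well, Mal-A7 from 391.6 ± 188 to 2779 ± 624 CPM (edgeR adjusted p = 7.74e-04). Among lower genes, the gut carboxypeptidase gene CG12374 (chromosome 2R from 12762113 to 12763825) fell from 57295 ± 8025 to 10799 ± 4424 CPM (edgeR adjusted p = 4.31e-04) and CG17192, of the lipase family, from 816 ± 281 to 151 ± 40.5 CPM (adjusted p = 4.77e-04). In all, 47 of 9270 genes passed, 31 higher and 16 lower. Of the genes examined by qRT-PCR, 2 of 6 passed as higher (4 adjusted over the list alone), with camera adjusted p = 3.06e-07, 0.0102 estimated. These genes were chosen by the study on these samples, so this is not independent evidence of their direction. They were aay and tobi (chromosome 3R from 25344761 to 25346921), an insulin-regulated glucosidase gene, which went from 1112 ± 851 to 4927 ± 1291 CPM (log2 fold change 2.40 ± 0.56 SE, edgeR adjusted p = 0.0580). Thor, a translation repressor gene and known Foxo target, had a log2 fold change of 0.92 ± 0.27 SE and did not pass (edgeR adjusted p = 0.256). Among digestive enzymes 2 higher and 0 lower of 41 measured (6 and 1 adjusted over the list alone), the maltases, with camera adjusted p = 0.0248, 0.878 estimated. Among xenobiotic metabolism genes 2 of 77 passed as higher (10 adjusted over the list alone), with camera adjusted p = 1.40e-04, 0.878 estimated, and the glutathione transferase gene GstD9 rose from 44.0 ± 18.5 to 188 ± 89.6 CPM (edgeR adjusted p = 4.77e-04). Of spermatheca markers 0 of 2 passed as higher (2 adjusted over the list alone), with a median of 2.83 and camera adjusted p = 0.0979, 0.373 estimated, and of muscle markers 0 of 14 passed (0 adjusted over the list alone), with 0.36 and camera adjusted p = 0.0248, 0.430 estimated. Medians were 0.91 for ovary and follicle cell, 0.68 for fat body and 0.52 for neuron markers, no member of which passed (camera adjusted p = 0.224, 0.353 and 0.362). Leaving out a single library ended the call of tobi (uninduced replicate 1, 2 or 3 or induced replicate 2 or 3, edgeR adjusted p up to 0.414). The count of called genes was 21 without uninduced replicate 3, 24 without induced replicate 2 and 27 without induced replicate 3, and 91 with DESeq2, 354 with the genotype fitted alone and 291 with limma voom (50 higher and 41 lower with DESeq2).

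AopACT alone raised tobi in the gut from 1269.7 ± 189 to 7309 ± 1399 CPM (n = 3 uninduced and 2 induced; log2 fold change 2.82 ± 0.60 SE, edgeR adjusted p = 0.0351). The lipase-family gene CG6283 rose from 32.7 ± 9.93 to 266 ± 42.2 CPM (edgeR adjusted p = 0.00717), CG14204 from 2.67 ± 1.62 to 25.4 ± 6.39 CPM (adjusted p = 0.00717) and the cytochrome P450 gene Cyp28d1 from 161 ± 38.0 to 550.2 ± 288 CPM (adjusted p = 0.00884). CG17192 fell from 596 ± 21.2 to 125 ± 28.0 CPM (edgeR adjusted p = 0.0143) and the transporter gene MFS1 from 51.4 ± 13.3 to 9.70 ± 4.62 CPM (adjusted p = 0.0156). The test called 27 genes, 13 higher and 14 lower. Among digestive enzymes 1 of 41 passed as lower (5 adjusted over the list alone), with camera adjusted p = 0.00968, 0.930 estimated. Of ovary and follicle cell markers 0 of 15 passed (0 adjusted over the list alone), with a median of 1.55 and camera adjusted p = 0.0194, 0.827 estimated. Single libraries decided the call of tobi (uninduced replicate 1, 2 or 3 or induced replicate 1 or 2, edgeR adjusted p up to 0.366) and Cyp28d1, CG17192 and MFS1 (induced replicate 2, adjusted p up to 0.544, 0.440 and 0.537). The count was 15 without uninduced replicate 2, 8 without uninduced replicate 3 and 3 without induced replicate 2, and 56 with DESeq2 and 15 with the genotype fitted alone (20 higher and 14 lower with limma voom).

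The overlap of these gut sets was examined next. Both raised tobi (log2 fold change 2.40 with Foxo and 2.82 with AopACT), rha (2.46 and 2.90) and GstD9 (2.08 and 1.72). Both lowered CG12374 (-2.44 and -2.08), CG17192 (-2.42 and -2.30), MFS1 (-2.08 and -2.40) and Mrp5 (-1.14 and -1.47). The sets shared 8 genes of 47 and 27, these 7 in the same direction, against 0.137 by chance (Fisher's exact test, one-sided, p = 4.82e-13). Across the 66 genes of the union, Kendall's tau between log2 fold changes was 0.19 (permutation test over genes, p = 0.0239), and over all 9270 tested genes it was 0.0423. Genes are not independent replicates, and no control library is shared between genotypes. The overlap was 4 genes without Foxo uninduced replicate 3 or induced replicate 2, 5 without AopACT uninduced replicate 2 and with no replicate block, 3 without AopACT uninduced replicate 3 and 0 without AopACT induced replicate 2. Tau lost its threshold without Foxo uninduced replicate 1 (0.172) or 3 (0.180), Foxo induced replicate 2 (0.106), AopACT uninduced replicate 3 (0.166) or AopACT induced replicate 1 (0.0951), and with no replicate block (0.164).

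Foxo and AopACT together raised tobi from 803 ± 424 to 13227 ± 3606 CPM (n = 3 uninduced and 2 induced; log2 fold change 4.09 ± 0.63 SE, edgeR adjusted p = 9.33e-04), rha from 75.4 ± 51.0 to 959 ± 232 CPM (adjusted p = 5.94e-04) and aay from 153 ± 28.5 to 509.7 ± 46.7 CPM (adjusted p = 0.00610) in the gut. CG12374 fell from 51293 ± 10277 to 2584 ± 1162 CPM (edgeR adjusted p = 5.14e-06) and CG17192 from 629 ± 226 to 38.9 ± 4.81 CPM (adjusted p = 1.52e-05). PGRP-SC2, an amidase that degrades bacterial peptidoglycan, fell from 1147 ± 305 to 337 ± 87.2 CPM (edgeR adjusted p = 0.00805), as did the triglyceride lipase gene bmm from 434 ± 46.4 to 153 ± 1.85 CPM (adjusted p = 0.00459). In total 197 genes passed, 77 higher and 120 lower, against 1485 and 1113 with the genotype fitted alone. Of cytosolic ribosomal protein genes 13 of 85 passed as lower (64 adjusted over the list alone), with a median of -0.88 and camera adjusted p = 5.25e-21, 0.543 estimated. Among nuclear-encoded respiratory chain genes 5 of 68 passed as lower (40 adjusted over the list alone), with camera adjusted p = 6.92e-11, 0.605 estimated. Digestive enzymes had 1 higher and 6 lower of 41 measured (2 and 12 adjusted over the list alone), with camera adjusted p = 0.00167, 0.685 estimated. Of ovary and follicle cell markers 0 of 15 passed (0 adjusted over the list alone), with a median of -1.69 and camera adjusted p = 0.566, 0.862 estimated, of Malpighian tubule markers 0 of 6 passed as higher (1 adjusted over the list alone), with 1.15 and camera adjusted p = 0.222, 0.685 estimated, and of oenocyte markers 0 of 3 passed (0 adjusted over the list alone), with 1.04 and camera adjusted p = 0.318, 0.685 estimated. A single library left out ended the call of PGRP-SC2 and bmm (induced replicate 2, edgeR adjusted p up to 0.196 and 0.117). The count was 67 without uninduced replicate 1, 577 without uninduced replicate 2, 56 without uninduced replicate 3, 39 without induced replicate 1 and 44 without induced replicate 2, and 498 with DESeq2, 2598 with the genotype fitted alone, 3288 with limma voom and 380 without the 2 gut libraries high in mitochondrial counts.

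Departure from additivity is the response to both factors minus the sum of the single responses. Its log2 value in the gut was -1.79 ± 0.55 SE for aay, -1.63 ± 0.57 SE for PGRP-SC2 and -1.21 ± 0.51 SE for Thor, each with edgeR adjusted p = 0.918. With edgeR 0 genes passed and 433 had an unadjusted p under 0.05, against 2 calls with DESeq2, 6 with limma voom, 1 without libraries 02 and 05 and 1 without Foxo uninduced replicate 1.

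**Figure D2:**
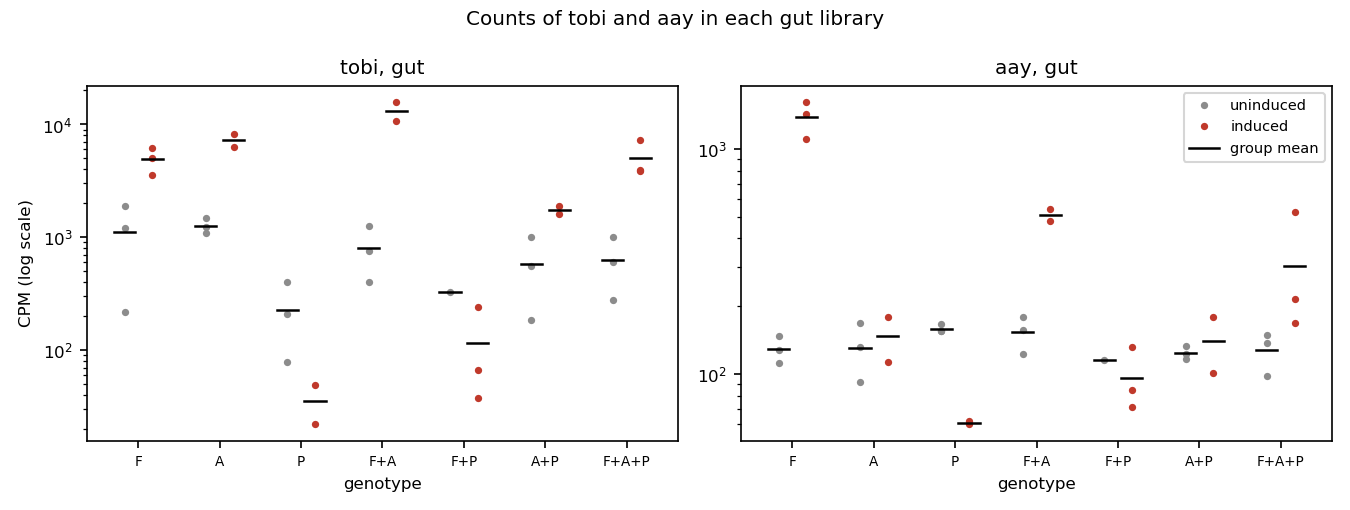
Levels of tobi and aay (CPM) in each gut library on a log axis, by genotype and induction (F, A and P stand for Foxo, AopACT and PntP1). In induced libraries tobi was 13227 ± 3606 CPM with Foxo+AopACT and 35.2 ± 18.9 CPM with PntP1, and aay was 1386 ± 258 CPM with Foxo.

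PntP1 was induced alone to ask the same of the ETS activator (gut, n = 3 uninduced and 2 induced). CG17192 (chromosome 3R from 27017180 to 27018287) fell from 1599 ± 689 to 43.0 ± 3.18 CPM (log2 fold change -5.20 ± 0.49 SE, edgeR adjusted p = 3.16e-07), its relative CG6295 from 2609 ± 1146 to 107 ± 22.0 CPM (adjusted p = 1.36e-04), the serine protease gene Jon99Ci from 531 ± 189 to 25.3 ± 0.179 CPM (adjusted p = 7.24e-06) and the gut lipase gene mag from 3278 ± 503 to 542 ± 83.1 CPM (adjusted p = 2.12e-04). PntP1 raised edl (chromosome 2R from 18667527 to 18673536), an antagonist of ETS factors, from 8.56 ± 0.506 to 130.2 ± 60.2 CPM (log2 fold change 3.88 ± 0.50 SE, edgeR adjusted p = 2.80e-05), and CG7567 from 40.5 ± 12.5 to 3036 ± 364 CPM (adjusted p = 3.16e-07). CG15199 and Balat also rose, but each overlaps an antisense gene that rose with it. The counting strand is not given, so both are uncertain. Induction changed 282 genes, 135 higher and 147 lower. Digestive enzymes had 2 higher and 14 lower of 41 measured (3 and 17 adjusted over the list alone), with camera adjusted p = 2.79e-10, 0.216 estimated. Beside them, of intestinal stem cell and enteroblast markers 0 of 4 passed as higher (1 adjusted over the list alone), with a median of 0.76 and camera adjusted p = 0.127, 0.237 estimated. Of enterocyte markers 0 of 6 passed as lower (1 adjusted over the list alone), with a median of -0.63 and camera adjusted p = 0.378, 0.742 estimated. Of mitochondrially encoded transcripts 0 of 31 passed (0 adjusted over the list alone), with a median of -1.33 and camera adjusted p = 4.28e-04, 0.653 estimated, and their share of counts was 13.8% in uninduced replicate 2 and between 3.84% and 7.55% in the other libraries of the genotype. Of genes of lipid storage and breakdown 3 of 21 passed as lower (5 adjusted over the list alone), with camera adjusted p = 9.01e-04, 0.237 estimated. They were mag, bmm from 396 ± 29.7 to 177 ± 5.77 CPM (edgeR adjusted p = 0.0138) and the perilipin gene Lsd-2 from 1065 ± 279 to 497 ± 75.9 CPM (adjusted p = 0.0394). Among EGFR/Ras ligands and feedback targets 2 of 10 passed as higher (7 adjusted over the list alone), with camera adjusted p = 3.11e-06, 0.00753 estimated. They were edl and Socs36E, a suppressor of JAK/STAT signalling, which rose from 14.8 ± 4.63 to 50.3 ± 11.8 CPM (edgeR adjusted p = 0.0257). Antimicrobial and peptidoglycan recognition genes had 2 higher and 2 lower of 23 measured (5 and 3 adjusted over the list alone), with camera adjusted p = 0.0441, 0.378 estimated, and PGRP-SC2 fell from 859 ± 151 to 225 ± 19.2 CPM (edgeR adjusted p = 0.00176). Without 1 library the threshold was missed in the case of bmm (induced replicate 1 or 2, edgeR adjusted p up to 0.240), Lsd-2 (uninduced replicate 1 or induced replicate 1 or 2, adjusted p up to 0.415) and Socs36E (uninduced replicate 1 or 2 or induced replicate 2, adjusted p up to 0.403). The count was 177 without uninduced replicate 1, 139 without induced replicate 1 and 99 without induced replicate 2, and 457 with DESeq2, 1070 with the genotype fitted alone and 1362 with limma voom.

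Of the qRT-PCR genes 4 of 6 passed as lower (4 adjusted over the list alone) with PntP1 in the gut, with camera adjusted p = 5.76e-06, 0.0184 estimated. Being chosen by the study on these samples, they are not independent evidence of the direction. Besides PGRP-SC2 the called members were aay from 159 ± 6.51 to 60.6 ± 1.54 CPM (edgeR adjusted p = 0.0179), tobi from 228 ± 161 to 35.2 ± 18.9 CPM (adjusted p = 0.0316) and Adh, alcohol dehydrogenase, from 754 ± 75.6 to 358 ± 169 CPM (adjusted p = 0.0870). Endogenous foxo fell from 73.7 ± 23.2 to 29.1 ± 4.28 CPM (edgeR adjusted p = 0.0572). Of ribosomal protein genes 0 of 85 passed as lower (48 adjusted over the list alone), with a median of -0.64 and camera adjusted p = 3.54e-20, 0.121 estimated. Leaving out a single library ended the call of aay (induced replicate 1 or 2, edgeR adjusted p up to 0.406), tobi (uninduced replicate 1 or induced replicate 1 or 2, adjusted p up to 0.371) and Adh and foxo (uninduced replicate 1 or 2 or induced replicate 1 or 2, adjusted p up to 0.539 and 0.580).

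Induced Foxo+PntP1 guts were compared with a single uninduced library, which is assumed to vary like the other groups, so each call given here rests on that library. CG17192 fell from 733 to 0.891 ± 0.0350 CPM (n = 1 uninduced and 3 induced; log2 fold change -9.53 ± 0.58 SE, edgeR adjusted p = 3.45e-11), CG6295 from 2264 to 8.25 ± 4.98 CPM (adjusted p = 1.02e-07), Jon99Ci from 406 to 5.37 ± 4.41 CPM (adjusted p = 1.02e-07) and mag from 2397 to 223 ± 23.4 CPM (adjusted p = 8.59e-06). PGRP-SC2 fell from 821 to 230.1 ± 32.2 CPM (edgeR adjusted p = 0.00931) and the carnitine palmitoyltransferase gene whd from 366 to 97.5 ± 55.4 CPM (adjusted p = 0.0183), while edl rose from 6.55 to 245 ± 75.7 CPM (adjusted p = 1.94e-04). Induction changed 259 genes, 106 higher and 153 lower. Digestive enzymes had 1 higher and 18 lower of 41 measured (3 and 24 adjusted over the list alone), with camera adjusted p = 2.20e-18, 0.0847 estimated. Beside them, of enterocyte markers 0 of 6 passed as lower (2 adjusted over the list alone), with a median of -0.52 and camera adjusted p = 0.0223, 0.312 estimated, and of intestinal stem cell and enteroblast markers 0 of 4 passed (0 adjusted over the list alone), with a median of 0.47 and camera adjusted p = 0.424, 0.555 estimated. Of mitochondrially encoded transcripts 0 of 31 passed (0 adjusted over the list alone), with a median of 1.68 and camera adjusted p = 0.0585, 0.723 estimated. Induced replicate 2 stood apart, with 24.9% mitochondrial counts against 6.74% and 6.71% in the other induced libraries, and the trypsin gene alphaTry, chosen after its values were seen, at 505 CPM against 3022 and 2915 CPM. Without that library and Foxo+AopACT+PntP1 uninduced replicate 3, the gut libraries over 20% mitochondrial counts, 229 genes were called, digestive enzymes had 1 higher and 14 lower of 41 (3 and 23 adjusted over the list alone), with camera adjusted p = 4.41e-15, 0.176 estimated, and mitochondrially encoded transcripts had a median log2 fold change of -0.11, enterocyte markers -0.24 and stem cell and enteroblast markers 0.55. Of lipid storage and breakdown genes 5 of 21 passed as lower (6 adjusted over the list alone), with camera adjusted p = 8.64e-07, 0.0847 estimated, and without those 2 libraries they had 0 higher and 3 lower of 21 (0 and 6 adjusted over the list alone), with camera adjusted p = 2.79e-05, 0.181 estimated. Of EGFR/Ras targets 1 of 10 passed as higher (2 adjusted over the list alone), with camera adjusted p = 1.58e-04, 0.0417 estimated, and the member was edl. PntP1 and Foxo+PntP1 shared 150 genes of 282 and 259, all of them in the same direction, against 7.88 by chance (Fisher's exact test, one-sided, p = 1.26e-174). The count was 166 without induced replicate 3, and 19 with the genotype fitted alone and 462 with limma voom.

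Adding AopACT to PntP1 asks whether Aop counters Pnt in the gut. With AopACT+PntP1, MFS1 fell from 42.4 ± 6.30 to 5.15 ± 0.991 CPM (n = 3 uninduced and 2 induced; log2 fold change -3.04 ± 0.49 SE, edgeR adjusted p = 0.00173), while the antimicrobial peptide gene Drsl3 rose from 0.620 ± 0.791 to 17.1 ± 5.63 CPM (adjusted p = 0.00469) and edl from 11.1 ± 3.32 to 46.0 ± 18.4 CPM (adjusted p = 0.0485). The test called 73 genes, 47 higher and 26 lower. Digestive enzymes had 2 higher and 1 lower of 41 measured (2 and 8 adjusted over the list alone), with camera adjusted p = 6.53e-04, 0.659 estimated, and the higher pair, Jon66Ci and Jon66Cii, was high in 1 induced library. Of ovary and follicle cell markers 0 of 15 passed (0 adjusted over the list alone), with a median of 1.74 and camera adjusted p = 0.0227, 0.659 estimated. Single libraries decided the call of edl (uninduced replicate 2 or 3 or induced replicate 1, edgeR adjusted p up to 0.808). The count was 35 without uninduced replicate 1, 30 without uninduced replicate 2, 16 without induced replicate 1 and 28 without induced replicate 2, and 153 with DESeq2, 20 with the genotype fitted alone, 130 with limma voom and 111 without the 2 gut libraries high in mitochondrial counts.

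The responses to AopACT+PntP1 and to PntP1 were then compared directly in the gut. In AopACT+PntP1 guts the response of CG17192 was higher by 5.27 ± 0.58 SE on the log2 scale (edgeR adjusted p = 1.74e-05), that of tobi by 4.70 ± 0.92 SE (adjusted p = 0.0457) and that of the gluconeogenic phosphatase gene fbp by 2.31 ± 0.46 SE (adjusted p = 0.0487). With edgeR 8 genes differed, 6 higher and 2 lower, and CG17192 passed in each of the 10 leave-one-out fits. In induced AopACT+PntP1 guts pnt was at 204 ± 3.38 CPM, against 481 ± 336 CPM with PntP1 alone, and aop did not pass, so these are differences between genotypes that are not tied here to AopACT. The induced PntP1 libraries were unlike in pnt, at 243 and 719 CPM, and had tobi at 48.6 and 21.9 CPM. Induced AopACT+PntP1 libraries had tobi at 1882 and 1622 CPM. Whether the pnt level accounts for the differences was not tested. The call ended for rha and tobi without PntP1 uninduced replicate 1, PntP1 induced replicate 1 or 2, AopACT+PntP1 uninduced replicate 2, AopACT+PntP1 induced replicate 2 (edgeR adjusted p up to 0.411 and 0.648), and for Cyp28d1 and fbp also without AopACT+PntP1 uninduced replicate 3 (up to 0.648 and 0.687). The count was 1 without PntP1 uninduced replicate 1, 1 without PntP1 induced replicate 1, 2 without PntP1 induced replicate 2, 1 without AopACT+PntP1 uninduced replicate 2, 4 without AopACT+PntP1 uninduced replicate 3, 17 without AopACT+PntP1 induced replicate 1 and 1 without AopACT+PntP1 induced replicate 2, and 3 with no replicate block, 24 with DESeq2 and 62 with limma voom.

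Induction of the genotype with all 3 transgenes, in which foxo did not pass, raised Drsl3 in the gut from 1.16 ± 0.102 to 139.6 ± 69.8 CPM (n = 3 and 3; log2 fold change 6.91 ± 0.74 SE, edgeR adjusted p = 3.38e-06), the glutathione transferase gene GstD8 from 4.99 ± 2.98 to 57.1 ± 22.5 CPM (adjusted p = 1.41e-04) and tobi from 625 ± 362 to 5043 ± 1911 CPM (adjusted p = 0.00180). MFS1 fell from 40.4 ± 7.89 to 2.62 ± 0.649 CPM (edgeR adjusted p = 4.59e-06), bmm from 378 ± 16.0 to 157 ± 7.15 CPM (adjusted p = 0.00358) and Lsd-2 from 1336 ± 205 to 551 ± 66.6 CPM (adjusted p = 0.00664). Levels of aop rose from 43.5 ± 11.3 to 126 ± 80.2 CPM (edgeR adjusted p = 0.0209), as with Foxo+PntP1 and no AopACT transgene, and so did aay from 127 ± 26.5 to 301 ± 193 CPM (adjusted p = 0.0474). There were 152 called genes, 55 higher and 97 lower. Uninduced replicate 3 had 24.9% mitochondrial counts and the others between 4.35% and 10.0%, and the median log2 fold change of mitochondrially encoded transcripts was -1.19 (camera adjusted p = 0.392, 0.979 estimated). Without that library and Foxo+PntP1 induced replicate 2, 90 genes were called and that median was 1.13. Genes of lipid storage and breakdown had 0 higher and 3 lower of 21 measured (1 and 4 adjusted over the list alone), with camera adjusted p = 0.435, 0.979 estimated. A single library left out ended the call of aop (uninduced replicate 2 or induced replicate 3, edgeR adjusted p up to 0.295) and aay (uninduced replicate 1 or 3 or induced replicate 3, adjusted p up to 0.507). The count was 337 without uninduced replicate 1, 82 without uninduced replicate 3, 85 without induced replicate 1 and 93 without induced replicate 3, and 287 with DESeq2, 79 with the genotype fitted alone and 285 with limma voom (41 higher and 38 lower with the genotype fitted alone).

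**Figure D3:**
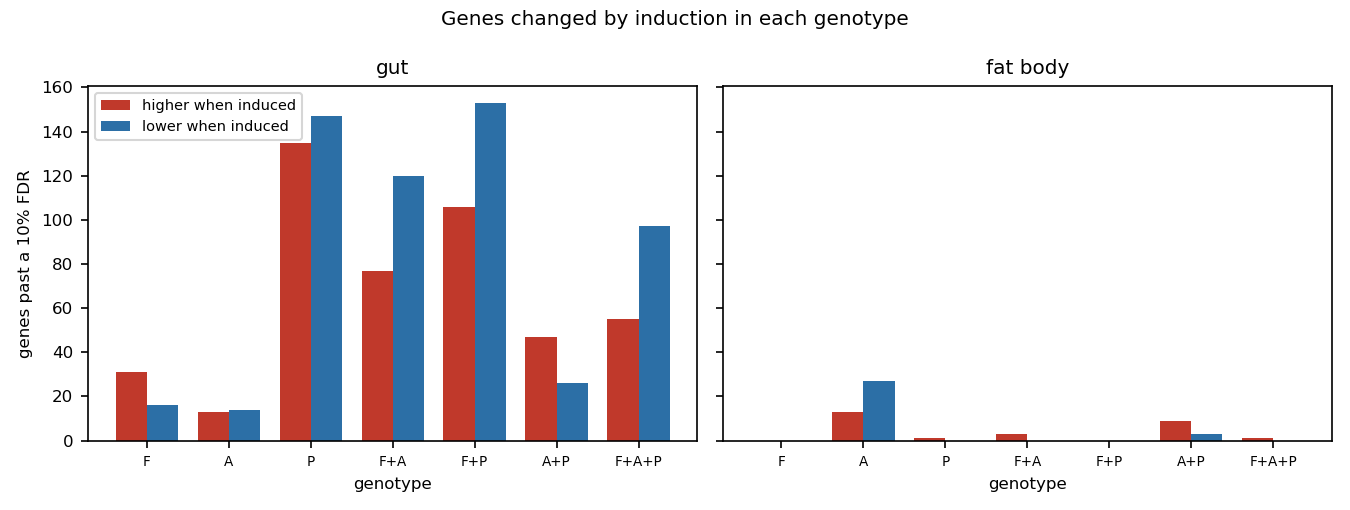
Number of genes called higher and lower by induction in each genotype of gut and fat body (bars from 0, edgeR at a false discovery rate of 10%; F, A and P stand for Foxo, AopACT and PntP1). Gut counts range from 27 with AopACT to 282 with PntP1, and fat body counts from 0 with Foxo and with Foxo+PntP1 to 40 with AopACT.

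Interaction between genotype and induction was tested across all 7 genotypes, to find any difference between their responses, additive or not. In the gut, 227 genes passed, and the lowest edgeR adjusted p belonged to CG17192 (8.81e-08), CG7567 (2.84e-06), aay (3.56e-06) and Jon99Ci (3.56e-06) together with CG4835 and the antisense-overlapped CG15199 and Balat. The log2 fold change of CG17192 was -9.53 with Foxo+PntP1, -5.20 with PntP1, -2.42 with Foxo and 0.07 with AopACT+PntP1. DESeq2 called 467 genes and limma voom 1600. In a principal component analysis of the 227 genes, PC1 held 55.9% of the variance. On it, induced PntP1 and Foxo+PntP1 libraries lay on average 21.6 pooled within-group SDs above induced Foxo, AopACT and Foxo+AopACT libraries. The genes were chosen on the same libraries, so this separation is partly built in, and over the 500 genes of highest variance it was 13.4. Induced AopACT+PntP1 libraries lay at 7.70 to 13.8 and those with all 3 transgenes at 6.32 to 13.8, between induced PntP1 libraries (23.2 to 24.3) and uninduced libraries (-9.31 to -3.57). Along the 259 genes called with Foxo+PntP1, signed by their direction there, the median log2 fold change was 1.41 with PntP1, 0.62 with AopACT+PntP1, 0.60 with all 3 transgenes, 0.15 with Foxo, -0.07 with AopACT and 0.19 with Foxo+AopACT.

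**Figure D4:**
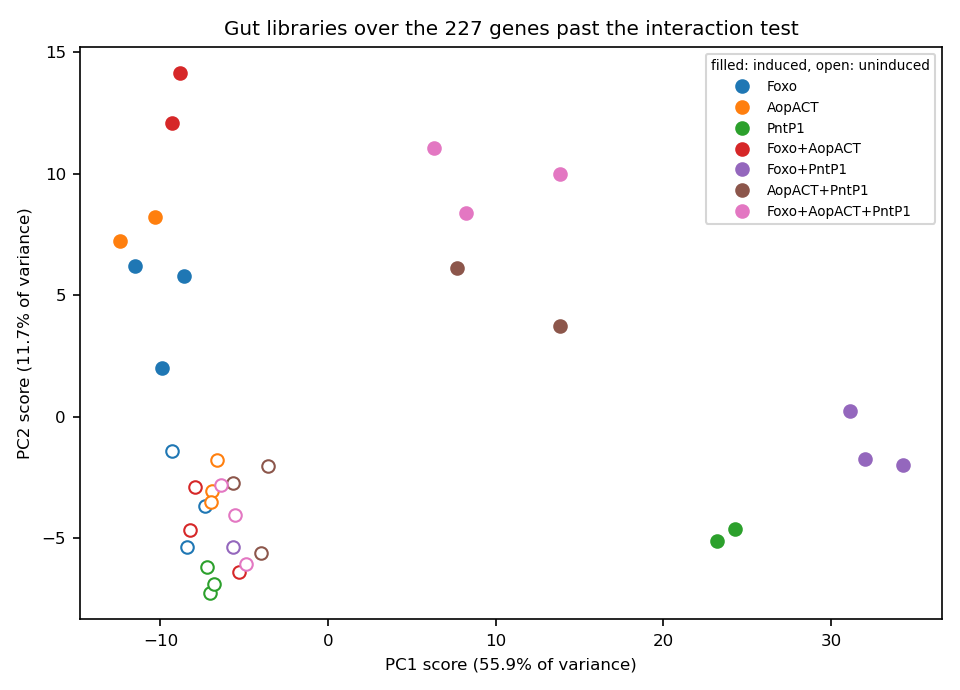
First and second principal component scores (log2 CPM with block removed) of the gut libraries over the 227 interaction genes, induced libraries filled and uninduced open (F, A and P stand for Foxo, AopACT and PntP1). On PC1 (55.9% of variance) induced Foxo+PntP1 libraries lie at 31.2 to 34.3 and induced AopACT libraries at -12.4 to -10.3.

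Foxo alone gave no called gene in the fat body (n = 3 and 3). All 19 measured cell cycle genes passed as higher when adjusted over the list alone and 0 over all genes, with a median of 2.03 and camera adjusted p = 1.48e-08, 0.527 estimated. Of genes of lipid storage and breakdown 0 of 20 passed as lower (8 adjusted over the list alone), with camera adjusted p = 2.85e-05, 0.527 estimated. Genes of lipid synthesis and transport had 0 higher and 0 lower of 22 measured (1 and 9 adjusted over the list alone), with a median of -0.72 and camera adjusted p = 5.12e-05, 0.527 estimated. Beside these, of the ovary and follicle cell markers 0 of 15 passed as higher (4 adjusted over the list alone), with a median of 1.91 and camera adjusted p = 0.155, 0.601 estimated, of neuron markers 0 of 7 passed as lower (2 adjusted over the list alone), with -1.24 and camera adjusted p = 0.00944, 0.527 estimated, of haemocyte markers 0 of 7 passed as lower (2 adjusted over the list alone), with -0.87 and camera adjusted p = 0.0315, 0.527 estimated, and of muscle markers 0 of 15 passed (0 adjusted over the list alone), with -0.54 and camera adjusted p = 0.00649, 0.527 estimated. The germline transcript osk stood at 115.2 ± 90.3 CPM in uninduced and 554 ± 261 CPM in induced libraries, and grk, also of the germline, at 26.1 ± 2.01 and 29.1 ± 7.30 CPM. With edgeR 0 of 9734 genes passed and 2125 had an unadjusted p under 0.05, while DESeq2 called 745, limma voom 1276, the genotype fitted alone 2 and edgeR without induced replicate 1 1330. In simulated counts for this comparison (9734 genes) 34 of 156 calls were false with DESeq2 and 7 of 109 with edgeR. Whether these rates hold for real libraries, which vary along the axis given below, was not tested.

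AopACT alone raised Obp99b in the fat body (chromosome 3R from 29716254 to 29716896), an odorant-binding protein gene, from 1.59 ± 5.12e-04 to 1624 ± 888 CPM (n = 2 and 2; log2 fold change 9.95 ± 1.05 SE, edgeR adjusted p = 4.76e-05), and Cth, the cystathionine gamma-lyase gene, from 43.6 ± 8.14 to 315 ± 60.5 CPM (adjusted p = 6.16e-04). It raised tobi from 21.0 ± 5.73 to 689.6 ± 289.9 CPM (edgeR adjusted p = 0.0215) and lowered CG1468 (chromosome X from 9878422 to 9879279) from 425 ± 119 to 41.7 ± 2.36 CPM (adjusted p = 8.27e-04). The test called 40 genes, 13 higher and 27 lower. Of digestive enzymes, which are gut products, 0 of 35 passed as higher (9 adjusted over the list alone), with a median of 3.12 and camera adjusted p = 5.09e-11, 0.554 estimated. Of ovary and follicle cell markers 0 of 15 passed (0 adjusted over the list alone), with a median of 1.53 and camera adjusted p = 5.11e-04, 0.554 estimated. Without 1 library the threshold was missed in the case of tobi (uninduced replicate 1 or 2 or induced replicate 3, edgeR adjusted p up to 0.292) and CG1468 (induced replicate 3, adjusted p up to 0.196). The count was 6 without uninduced replicate 2, 11 without induced replicate 2 and 2 without induced replicate 3, and 115 with DESeq2 and 0 with the genotype fitted alone.

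PntP1 alone raised edl in the fat body from 11.6 ± 2.42 to 178 ± 47.5 CPM (n = 2 and 2; log2 fold change 3.81 ± 0.65 SE, edgeR adjusted p = 0.0634), the only gene called by edgeR. Of antimicrobial and peptidoglycan recognition genes 0 of 25 passed as higher (5 adjusted over the list alone), with a median of 0.24 and camera adjusted p = 0.00114, 0.629 estimated. Of genes of lipid storage and breakdown 0 of 20 passed (0 adjusted over the list alone), with a median of -0.64 and camera adjusted p = 3.54e-06, 0.629 estimated. Of muscle markers 0 of 15 passed (0 adjusted over the list alone), with a median of -0.55 and camera adjusted p = 0.00114, 0.629 estimated, and of ovary and follicle cell markers 0 of 15 passed (0 adjusted over the list alone), with 1.23 and camera adjusted p = 0.0939, 0.725 estimated. Leaving out a single library ended the call of edl (uninduced replicate 1 or 2 or induced replicate 1 or 3, edgeR adjusted p up to 1). No gene passed in those fits or without libraries 02 and 05 (count 0), and the count was 3 without the library labelled fat body Foxo+PntP1 uninduced replicate 1, 6 with DESeq2, 4 with RLE scaling, 4 with limma voom, 5 with the genotype fitted alone and 3 with no replicate block (4 higher and 2 lower with DESeq2, 3 and 1 with RLE scaling).

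Induction of the Foxo+AopACT genotype raised Obp99b in the fat body from 0.680 ± 0.506 to 198 ± 28.6 CPM (n = 2 uninduced and 3 induced; log2 fold change 8.10 ± 0.97 SE, edgeR adjusted p = 3.99e-04), CG8665, a folate dehydrogenase gene, from 23.3 ± 10.7 to 324 ± 155 CPM (adjusted p = 0.00327) and the insulin-like peptide gene Ilp6 (chromosome X from 2331493 to 2334658) from 32.1 ± 27.8 to 177 ± 57.5 CPM (adjusted p = 0.0479). These were the 3 genes called. Of insulin signalling genes and known Foxo targets 1 of 18 passed as higher (2 adjusted over the list alone), with camera adjusted p = 3.41e-04, 0.0198 estimated. Of the qRT-PCR genes, chosen by the study on these samples and not independent evidence, 1 of 6 passed as higher (3 adjusted over the list alone), with camera adjusted p = 4.09e-07, 0.0303 estimated. Ilp6 was the called member of both lists. Single libraries decided the call of CG8665 (uninduced replicate 2, edgeR adjusted p up to 0.335) and Ilp6 (uninduced replicate 1 or induced replicate 2 or 3, adjusted p up to 0.386). The count was 16 with DESeq2 (13 higher and 3 lower), 12 with the genotype fitted alone (3 and 9) and 1 with limma voom.

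With Foxo+PntP1 in the fat body (n = 3 uninduced and 2 induced) pnt went from 50.7 ± 55.6 to 74.2 ± 21.4 CPM (edgeR adjusted p = 0.838), its uninduced mean including the library labelled uninduced replicate 1. Of respiratory chain genes 0 of 67 passed (0 adjusted over the list alone), with a median of 0.55 and camera adjusted p = 1.79e-12, 0.806 estimated. With edgeR 0 of 9734 genes passed and 442 had an unadjusted p under 0.05, a share below the 0.05 that chance alone would give. The count was 1 without uninduced replicate 1, 7 without induced replicate 3, and 1 with DESeq2, 14 with the genotype fitted alone and 4 with limma voom.

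Induction of the AopACT+PntP1 genotype raised Obp99b in the fat body from 1.10 ± 0.384 to 226 ± 235 CPM (n = 2 uninduced and 3 induced; log2 fold change 7.33 ± 0.91 SE, edgeR adjusted p = 6.27e-04), Pu, the GTP cyclohydrolase gene, from 33.9 ± 3.91 to 316 ± 152 CPM (adjusted p = 0.0149) and the storage protein gene Lsp2 from 0.630 ± 0.304 to 24.9 ± 14.3 CPM (adjusted p = 0.0791). With edgeR 9 genes were higher and 3 lower (RLE scaling 9 and 1, DESeq2 483 and 508, the genotype fitted alone 5 and 6), and 2257 had an unadjusted p under 0.05. Of fat body markers 2 of 8 passed as higher (5 adjusted over the list alone), with a median of 2.28 and camera adjusted p = 1.11e-04, 0.488 estimated. Of digestive enzymes 0 of 35 passed as lower (21 adjusted over the list alone), with a median of -3.11 and camera adjusted p = 0.0284, 0.697 estimated. Of ovary and follicle cell markers 0 of 15 passed as lower (9 adjusted over the list alone), with a median of -3.89 and camera adjusted p = 0.0854, 0.644 estimated. A single library left out ended the call of Pu (uninduced replicate 1 or 2, edgeR adjusted p up to 0.111) and Lsp2 (uninduced replicate 1 or 2 or induced replicate 1, 2 or 3, adjusted p up to 0.223). The count was 1 without uninduced replicate 1, 35 without uninduced replicate 2, 3 without induced replicate 1, 3 without induced replicate 2 and 4 without induced replicate 3, and 991 with DESeq2, 7 without libraries 02 and 05 and 4 with limma voom.

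With all 3 transgenes in the fat body Obp99b rose from 0.196 ± 0.277 to 102 ± 81.4 CPM (n = 2 uninduced and 3 induced; edgeR adjusted p = 0.00197), the 1 gene called, while pnt went from 13.3 ± 7.74 to 108 ± 53.2 CPM (adjusted p = 0.299). Of mitochondrially encoded transcripts 0 of 30 passed (0 adjusted over the list alone), with a median of -0.63 and camera adjusted p = 3.23e-08, 0.661 estimated. Without 1 library the threshold was missed in the case of Obp99b (uninduced replicate 2, edgeR adjusted p up to 0.415). The count was 3 without uninduced replicate 1, 0 without uninduced replicate 2 and 3 without induced replicate 1, 2 without the library labelled fat body Foxo+PntP1 uninduced replicate 1, and 10 with DESeq2, 24 with the genotype fitted alone, 0 with limma voom and 2 with no replicate block (7 higher and 3 lower with DESeq2).

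Interaction of genotype and induction passed in the fat body for 11 genes, among them Obp99b (edgeR adjusted p = 0.0183), CG8665 (0.0552), CG1468 (0.0931) and edl (0.0931). The count ran from 0 to 182 as single libraries were left out, 27 of 34 moving it by over 1.5 times. It was 566 with DESeq2, 27 with limma voom, 18 with RLE scaling and 2 with no filter. The difference between the AopACT+PntP1 and PntP1 responses passed for 0 fat body genes with edgeR, with 1605 at an unadjusted p under 0.05, 167 with DESeq2, 0 with limma voom and 1 without AopACT+PntP1 uninduced replicate 2.

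Departure of the Foxo+AopACT genotype from additivity of the Foxo and AopACT genotypes passed for 7 fat body genes, all positive. Its log2 value was 3.76 ± 0.66 SE for CG1468, 3.57 ± 0.63 SE for Miox, the inositol oxygenase gene, and 2.53 ± 0.46 SE for the autophagy gene Atg17, each with edgeR adjusted p = 0.0362. These calls ended without AopACT uninduced replicate 2, AopACT induced replicate 2 or 3, Foxo+AopACT uninduced replicate 2 or Foxo+AopACT induced replicate 3, each of which left 0 genes (edgeR adjusted p up to 0.490 for CG1468, 0.490 for Miox and 0.490 for Atg17), while the count was 27 without Foxo uninduced replicate 1, 4 without Foxo uninduced replicate 2, 175 without Foxo induced replicate 1, 1564 without AopACT uninduced replicate 1, 2188 without Foxo+AopACT uninduced replicate 1, 27 without libraries 02 and 05 and 372 with DESeq2 (227 positive and 145 negative). Kendall's tau between the Foxo and AopACT responses was 0.0949 across the 40 genes of the union (permutation test over genes, p = 0.396), 0.402 with DESeq2, 0.499 with limma voom, 0.302 over all tested genes and between -0.467 and 0.502 over single libraries left out. The value over all tested genes was not particular to AopACT. Tau of Foxo was 0.349 with PntP1 and 0.354 with all 3 transgenes. It was -0.304 with Foxo+AopACT, -0.272 with Foxo+PntP1 and -0.403 with AopACT+PntP1. The called sets shared 0 genes, 26 with DESeq2, 13 with limma voom and 29 without Foxo induced replicate 1.

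Gut and fat body were compared over the 8744 genes tested in both. The genes rha, tobi, Cth, Cyp28d1, CG10680 and Obp99b were called with AopACT in both tissues. Foxo or AopACT called 56 and 27 genes, sharing these 6 against 0.173 by chance (Fisher's exact test, one-sided, p = 1.40e-08). Most AopACT library numbers match between tissues, so the sets may not be independent. In AopACT guts Obp99b rose from 0.279 ± 0.483 to 35.3 ± 11.9 CPM (edgeR adjusted p = 0.0247). The Obp99b call ended without uninduced replicate 2 or 3 or induced replicate 2. The shared number was 3 without gut AopACT uninduced replicate 2 or 3 and 21 without fat body Foxo induced replicate 1. Some fits that left 1 library in a group gave fewer than 3. The number was 28 with DESeq2, 53 with limma voom, 3 with no replicate block and 1 with genotypes fitted alone.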

Values the study reported

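The study reported that the genes regulated by Foxo or Aop numbered 712 in the gut and 727 in the fat body, at a false discovery rate of 10%. Over those genes it gave a Kendall's tau between the responses to the 2 factors of 0.17 in the gut and 0.32 in the fat body. The union of genes changed by any factor or combination was 945 in the gut and 1214 in the fat body. An interaction among the factors was found for 511 genes in the gut and 617 in the fat body.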

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

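The tests of foxo mRNA in the fat body, of a swapped label and of an effect of RU486 alone, and limma voom, were chosen only after the result was seen.

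The response to induction differed between genotypes by tests of the difference itself. In the gut 227 genes passed the genotype by induction interaction (467 with DESeq2) and 8 differed between AopACT+PntP1 and PntP1. In the fat body 11 genes passed the interaction (566 with DESeq2) and 7 departed from additivity of Foxo and AopACT. Leaving out single libraries moved the fat body interaction to between 0 and 182. It moved the departure from additivity to between 0 and 2188, and the gut difference between AopACT+PntP1 and PntP1 to between 1 and 17.

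Where 3 induced libraries stand against 3 uninduced ones, only 10 splits exist, too few for a share under 0.05. The induction of Foxo in the gut gave 47 genes and the highest of the other splits 0, and 1 split reached that count. With all 3 factors in the gut these were 152, 0 and 1. With Foxo in the fat body edgeR called 0 genes, so all 10 splits reach that count by construction and say nothing.

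For Foxo in the fat body DESeq2 called 745 genes, limma voom 1276, and edgeR 0, or 1330 without induced replicate 1. A raised share of foxo mRNA is argued against as the source, since the foxo log2 fold change was -0.39, 0.28 with 2 SE added and at most 0.01 in leave-one-out fits. Ovary RNA in the samples is a candidate explanation, although dissection removed the reproductive organs, because the median log2 fold change of 4 germline markers was 1.68 (2.38 ± 0.93 SE for osk, 1.91 ± 0.91 SE for bcd, 1.45 ± 0.90 SE for vas), while grk did not follow (0.14 ± 0.22 SE) and none of the 4 passed (lowest edgeR adjusted p = 0.197). Variation among libraries that does not follow induction stays open, since the Foxo log2 fold changes correlated across genes with the main axis of the other genotypes' libraries at an absolute r of 0.355, and with that axis as a covariate DESeq2 called 189 genes, 138 of them among the 745. Responses to Foxo protein, or to foxo in fat body cells diluted by ovary RNA, were not tested and stay open.

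The library labelled fat body Foxo+PntP1 uninduced replicate 1 had pnt at 114.8 CPM. A swap with either of the 2 analysed induced libraries of the genotype is argued against, because their lowest pnt was 59.0 CPM, above the 22.0 CPM of the other uninduced libraries of that genotype. Activity of the PntP1 transgene in that library is consistent with edl at 33.0 CPM, against at most 21.5 CPM in the other 15 uninduced libraries, although it lay below the 55.8 CPM of the lowest induced library of that genotype. A wrong label, a swap with the induced library that was not analysed here and transgene activity without RU486 all stay open.

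Foxo and AopACT changed 7 gut genes in the same direction, and a driver-only control fed RU486 was not analysed here. An effect of RU486 alone would give these genes equal responses with Foxo, AopACT and Foxo+AopACT, and in a test over these 3 genotypes, adjusted over the 7 genes, 2 differed (edgeR adjusted p = 0.00439 for CG12374 and 0.0243 for CG17192), or 0 adjusted over all genes. The response to Foxo+AopACT minus the mean of the single responses was -2.05 ± 0.46 SE for CG12374 and -1.67 ± 0.48 SE for CG17192, and of 16 leave-one-out fits 1 and 3 ended the difference (adjusted p up to 0.134 and 0.202). Over all 7 genotypes tobi, rha, CG17192 and CG12374 passed the interaction (edgeR adjusted p = 7.97e-05, 1.56e-04, 8.81e-08 and 0.0659), with log2 fold changes under PntP1 and Foxo+PntP1 of -2.69 and -2.27 for tobi and -3.21 and -1.68 for rha, and CG17192 from -9.53 to 0.07, which goes against 1 equal effect in all genotypes but may come from PntP1, while GstD9, MFS1 and CG12374 had the same sign throughout. So RU486 is not excluded for any of the 7 as the source of what Foxo and AopACT share, and a response to both factors stays open as a hypothesis.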

How the results depend on the processing

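The fits with limma voom, without the library labelled fat body Foxo+PntP1 uninduced replicate 1 (the high-pnt library) and without the 2 gut libraries over 20% mitochondrial counts were chosen only after the result was seen. Of the named gene calls, those that kept and those that lost their side of the threshold numbered 222 and 5 with DESeq2, 223 and 4 with RLE, 221 and 6 without the filter, 200 and 27 with no replicate block, 209 and 18 without libraries 02 and 05, 150 and 62 with each genotype alone, 204 and 23 with limma voom, 34 and 3 without the high-pnt library, 179 and 11 without the 2 gut libraries and 767 and 435 over the leave-one-out fits, where a gene is counted once per fit. No called gene changed sign in these fits. Named genes that were not called passed in 7 cases with DESeq2, 1 with RLE, 7 with each genotype alone, 1 with no replicate block, 6 with limma voom, 2 without the high-pnt library and 2 over the leave-one-out fits. Of list calls with the preset correlation of camera, 9 stayed past the threshold with an estimated correlation and 135 did not. Of those in gut Foxo+PntP1 and Foxo+AopACT+PntP1, 16 stayed without the 2 gut libraries and 3 did not, and mitochondrially encoded transcripts with Foxo+PntP1 turned from a positive to a negative direction (camera adjusted p = 0.511). For the values below that moved, the cause was not tested, except that leaving out libraries leaves fewer samples.

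As reported, the counts were in the gut 47 for Foxo, 27 for AopACT, 282 for PntP1, 197 for Foxo+AopACT, 259 for Foxo+PntP1, 73 for AopACT+PntP1, 152 for Foxo+AopACT+PntP1, 0 for additivity, 8 for AopACT+PntP1 against PntP1, 227 for the interaction and 8 for the overlap of Foxo and AopACT, in the fat body 0 for Foxo, 40 for AopACT, 1 for PntP1, 3 for Foxo+AopACT, 0 for Foxo+PntP1, 12 for AopACT+PntP1, 1 for Foxo+AopACT+PntP1, 7 for additivity, 0 for AopACT+PntP1 against PntP1, 11 for the interaction and 0 for the overlap of Foxo and AopACT, and 6 for the overlap of gut and fat body. Without the 2 gut libraries the moved counts were in the gut 380 for Foxo+AopACT, 111 for AopACT+PntP1 and 90 for Foxo+AopACT+PntP1. With DESeq2 the moved counts were in the gut 91 for Foxo, 56 for AopACT, 457 for PntP1, 498 for Foxo+AopACT, 153 for AopACT+PntP1, 287 for Foxo+AopACT+PntP1, 2 for additivity, 24 for AopACT+PntP1 against PntP1 and 467 for the interaction, in the fat body 745 for Foxo, 115 for AopACT, 6 for PntP1, 16 for Foxo+AopACT, 1 for Foxo+PntP1, 991 for AopACT+PntP1, 10 for Foxo+AopACT+PntP1, 372 for additivity, 167 for AopACT+PntP1 against PntP1, 566 for the interaction and 26 for the overlap of Foxo and AopACT, and 28 for the overlap of gut and fat body. With each genotype fitted alone the moved counts were in the gut 354 for Foxo, 15 for AopACT, 1070 for PntP1, 2598 for Foxo+AopACT, 19 for Foxo+PntP1, 20 for AopACT+PntP1 and 79 for Foxo+AopACT+PntP1, in the fat body 2 for Foxo, 0 for AopACT, 5 for PntP1, 12 for Foxo+AopACT, 14 for Foxo+PntP1 and 24 for Foxo+AopACT+PntP1, and 1 for the overlap of gut and fat body. With limma voom the moved counts were in the gut 291 for Foxo, 1362 for PntP1, 3288 for Foxo+AopACT, 462 for Foxo+PntP1, 130 for AopACT+PntP1, 285 for Foxo+AopACT+PntP1, 6 for additivity, 62 for AopACT+PntP1 against PntP1, 1600 for the interaction and 13 for the overlap of Foxo and AopACT, in the fat body 1276 for Foxo, 4 for PntP1, 1 for Foxo+AopACT, 4 for Foxo+PntP1, 4 for AopACT+PntP1, 0 for Foxo+AopACT+PntP1, 27 for the interaction and 13 for the overlap of Foxo and AopACT, and 53 for the overlap of gut and fat body. With RLE the moved fat body counts were 4 for PntP1 and 18 for the interaction, which was 2 without the filter. With no replicate block the moved counts were in the gut 3 for AopACT+PntP1 against PntP1 and 5 for the overlap of Foxo and AopACT, in the fat body 3 for PntP1 and 2 for Foxo+AopACT+PntP1, and 3 for the overlap of gut and fat body. Without the libraries numbered 02 and 05 the moved counts were in the gut 1 for additivity, and in the fat body 0 for PntP1, 7 for AopACT+PntP1 and 27 for additivity. Without the high-pnt library the moved counts were in the fat body 3 for PntP1, 1 for Foxo+PntP1 and 2 for Foxo+AopACT+PntP1. Other counts were within 1.5 times of those reported, in the fits where they were computed.

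Kendall's tau moved as follows. For Foxo and AopACT in the gut it was 0.191, 0.164 with no replicate block (short of the threshold) and 0.0423 over all tested genes. For Foxo and PntP1 in the gut it was 0.0734 across genes, and 0.0822 without the filter, 0.0881 with no replicate block, 0.0974 without libraries 02 and 05, 0.0517 with limma voom and 0.0681 without the 2 gut libraries (past the threshold), 0.0112 over all tested genes. For AopACT and PntP1 in the gut it was -0.0587 across genes, and -0.0846 with DESeq2, -0.0694 with each genotype alone, -0.0605 with limma voom and -0.0764 without the 2 gut libraries (past the threshold), 0.0178 over all tested genes (of the other sign). For Foxo and AopACT in the fat body it was 0.0949 across genes, and 0.402 with DESeq2, 0.499 with limma voom and 0.302 over all tested genes (past the threshold). For AopACT and PntP1 in the fat body it was -0.132 across genes, and 0.0489 with DESeq2, 0 with no replicate block and 0.172 over all tested genes (of the other sign). The principal component separation also moved. In the gut it was 21.6, 19.6 with DESeq2, 20.3 with no replicate block and 13.4 over the genes of highest variance. In the fat body it was 7.89, 6.71 with RLE, 1.24 with DESeq2 and 0.0275 over such genes. Behind the 7.89, induced libraries had PC1 means of 3.37 for Foxo, 3.24 for PntP1, 1.89 for Foxo+PntP1, -5.53 for Foxo+AopACT and -10.0 for AopACT. PntP1 was thus not parted from Foxo.

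Over the fits that each left out 1 library, gut counts were 21 to 43 for Foxo, 3 to 23 for AopACT, 99 to 305 for PntP1, 39 to 577 for Foxo+AopACT, 166 to 288 for Foxo+PntP1, 16 to 68 for AopACT+PntP1, 82 to 337 for Foxo+AopACT+PntP1, 0 to 1 for additivity, 1 to 17 for AopACT+PntP1 against PntP1 and 0 to 9 for the overlap of Foxo and AopACT. Fat body counts were 0 to 1330 for Foxo, 2 to 37 for AopACT, no more than 0 for PntP1, 0 to 7 for Foxo+PntP1, 1 to 35 for AopACT+PntP1, 0 to 3 for Foxo+AopACT+PntP1, 0 to 2188 for additivity, 0 to 1 for AopACT+PntP1 against PntP1, 0 to 182 for the interaction and 0 to 29 for the overlap of Foxo and AopACT, and the overlap of the tissues 2 to 21. Tau ran from 0.0951 to 0.294 for Foxo and AopACT in the gut, 0.0300 to 0.132 for Foxo and PntP1 in the gut, -0.106 to -0.0213 for AopACT and PntP1 in the gut, -0.467 to 0.502 for Foxo and AopACT in the fat body and -0.429 to 0.0725 for AopACT and PntP1 in the fat body, and the separation from 20.1 to 28.7 in the gut and 1.06 to 16.1 in the fat body. Where a group was left with 1 library, that library was assumed to vary like those of the other groups.

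Log2 fold changes of the other sign were seen in genes that were not called: -0.0549 for aay in gut AopACT, 0.10 for Ilp6 in gut AopACT, -0.00769 for aop in gut AopACT+PntP1, 0.29 for Ilp6 in fat body Foxo, 0.14 for pnt in fat body Foxo and -0.0893 for aay in fat body AopACT with limma voom, 0.0116 for Ilp6 in gut AopACT, 0.0130 for Ilp6 in fat body Foxo and 3.15e-05 for pnt in fat body Foxo with no replicate block, 0.21 for Ilp6 in fat body Foxo without libraries 02 and 05, 0.0137 for pnt in fat body Foxo without the filter, 0.0346 for pnt in fat body Foxo with each genotype alone, 0.0451 for pnt in fat body Foxo without the high-pnt library. The leave-one-out log2 fold changes of such genes ran from -1.23 to 0.0670 for Ilp6 in gut Foxo, -0.43 to 0.17 for pnt in gut AopACT, -0.29 to 0.32 for aay in gut AopACT, -0.59 to 1.01 for Ilp6 in gut AopACT, -0.62 to 0.12 for Thor in gut AopACT, -0.11 to 0.51 for PGRP-SC2 in gut AopACT, -0.10 to 0.39 for aop in gut AopACT+PntP1, -0.0522 to 0.35 for foxo in gut Foxo+AopACT+PntP1, -0.59 to 0.00962 for foxo in fat body Foxo, -1.01 to 0.0323 for tobi in fat body Foxo, -0.31 to 0.29 for Ilp6 in fat body Foxo, -0.21 to 0.20 for pnt in fat body Foxo, -1.04 to 0.36 for Adh in fat body AopACT, -0.35 to 0.45 for aay in fat body AopACT, -0.81 to 0.64 for Adh in fat body Foxo+AopACT and -0.85 to 0.0559 for foxo in fat body Foxo+PntP1.

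The block letters A, C and D were part of the study's model. Deviations of libraries from their group means correlated across genes at a mean r of 0.0283 over 188 gut pairs of the same block and -0.0143 over 376 of different blocks, and at 0.0321 and -0.0165 in the fat body, and 44.1% and 43.1% of same-block pairs lay over 0.1. With no replicate block no counts but those above changed by over 1.5 times. In simulated counts small changes were often missed, and depth was not varied. Of 100 genes changed by 2 times, edgeR recovered 6 in gut Foxo+PntP1 and 14 in gut PntP1 (each of 9270 genes). In fat body Foxo it recovered 22 (9734 genes).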

Other observations

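In this part limma voom was chosen only after the result was seen, and the levels of osk and grk were looked at after it.

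PntP1 moved gut genes of xenobiotic metabolism both ways, with 4 higher and 6 lower of 77 measured (5 and 17 adjusted over the list alone) and camera adjusted p = 9.01e-04, 0.598 estimated. With all 3 factors, of gut cell cycle genes 1 of 18 passed as higher (1 adjusted over the list alone), with camera adjusted p = 0.0407, 0.979 estimated.

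With AopACT+PntP1 in the fat body, no marker of muscle or neurons passed over all genes, and their medians were positive. Of muscle markers 0 of 15 passed as higher (6 adjusted over the list alone), with a median log2 fold change of 0.91 and camera adjusted p = 0.00211, 0.504 estimated. Of neuron markers 0 of 7 passed as higher (6 adjusted over the list alone), with a median of 1.54 and camera adjusted p = 0.00843, 0.504 estimated. The log2 fold changes of that genotype correlated across genes at r = -0.556 with the main axis along which fat body libraries of the genotypes other than Foxo varied within groups, its own included, and with that axis as a covariate DESeq2 called 67 genes, 62 of them among the 991 called without it. The transcript osk ran from 7.56 to 957 CPM over the 16 uninduced fat body libraries, while grk ran from 24.0 to 44.4 CPM.

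With edgeR the union of genes called with Foxo or AopACT held 66 genes in the gut and 40 in the fat body. Those are lower than the values quoted above. With DESeq2 it held 135 and 834 genes and with limma voom 312 and 1310. These are lower than quoted in the gut and higher in the fat body. Over all genotypes the union held 615 gut and 53 fat body genes with edgeR, 1098 and 1665 with DESeq2 and 4215 and 1316 with limma voom. The edgeR counts are lower than quoted, the others higher. The interaction called 227 gut and 11 fat body genes with edgeR, 467 and 566 with DESeq2 and 1600 and 27 with limma voom. Counts with edgeR and DESeq2 are lower than quoted, limma voom higher in the gut and lower in the fat body. Kendall's tau between Foxo and AopACT in the fat body was 0.0949 across genes, 0.402 with DESeq2 and 0.499 with limma voom. The first, over 40 genes all called with AopACT, is lower than the quoted value, the others higher. In the gut it was 0.191, 0.155 and 0.179, the second lower than the quoted value and the others higher.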
